# Transgenerational inheritance of impaired larval T cell development in zebrafish

**DOI:** 10.1038/s41467-020-18289-9

**Published:** 2020-09-09

**Authors:** Norimasa Iwanami, Divine-Fondzenyuy Lawir, Katarzyna Sikora, Connor O´Meara, Kohei Takeshita, Michael Schorpp, Thomas Boehm

**Keywords:** Embryology, Epigenetic memory, DNA methylation, Immunology, Epigenetics

## Abstract

Evidence for transgenerational inheritance of epigenetic information in vertebrates is scarce. Aberrant patterns of DNA methylation in gametes may set the stage for transmission into future generations. Here, we describe a viable hypomorphic allele of *dnmt1* in zebrafish that causes widespread demethylation of CpG dinucleotides in sperm and somatic tissues. We find that homozygous mutants are essentially normal, with the exception of drastically impaired lymphopoiesis, affecting both larval and adult phases of T cell development. The phenotype of impaired larval (but not adult) T cell development is transmitted to subsequent generations by genotypically wildtype fish. We further find that about 200 differentially methylated regions in sperm DNA of transmitting and non-transmitting males, including hypermethylated sites associated with *runx3* and *rptor* genes, whose reduced activities are associated with impaired larval T cell development. Our results indicate a particular sensitivity of larval T cell development to transgenerationally inherited epimutations.

## Abstract (web summary)

Evidence for transgenerational inheritance of epigenetic information in vertebrates is scarce. Here the authors report that homozygous dnmt1 mutant zebrafish are essentially normal, with the exception of impaired lymphopoiesis, with impaired larval (but not adult) T cell development being transmitted to subsequent generations by genotypically wildtype fish.

## Introduction

The transgenerational inheritance of epigenetic information is an attractive mechanism by which the phenotypic consequences of exposure of parents to certain environmental conditions could be transmitted to the next generation^1,2^. Although this phenomenon is well described in yeast and plants, and in some invertebrates, such as *D. melanogaster* and *C. elegans*, the presence of transgenerational inheritance in vertebrates is unclear^3^. Among the mechanisms that are known or suspected to be involved in mediating the propagation of epigenetic information to subsequent generations, the process of enzymatic DNA methylation is of particular interest^4–6^. In the context of epigenetic inheritance, the induction of aberrant methylation patterns in gametes may set the stage for transmission into future generations^1,2,7^. With respect to the fate of germ cell DNA methylation patterns during early embryogenesis, important differences exist among vertebrate species. During the expansion of mouse primordial germ cells of mammals, global loss DNA methylation occurs^8,9^; a similar reversion to the native ground state is observed during early stages of human development^10,11^. Thus, the global erasure of methylation patterns in mammals constitutes a strong barrier to epigenetic memory mediated by altered patterns of DNA methylation^12^. By contrast, the dynamics of DNA methylation during early stages of development in zebrafish are very different and may be conducive to transgenerational inheritance. The methylome of zebrafish sperm is significantly hypermethylated when compared to that of oocytes; during the course of development, the methylome of the oocyte is gradually reprogrammed to a pattern that is similar to that of the sperm, such that by the midblastula stage, the embryo´s methylation pattern is virtually identical to the sperm methylome^13,14^. Of note, the reprogramming process does not encompass the entire genome, but depends, at least in part, on the activity of so-called placeholder nucleosomes^15^. The stability of the paternal methylome throughout development^16,17^ raises the possibility that aberrations in the DNA methylation pattern of sperm DNA might be transmitted to the next generation.

Methylation of cytosines in DNA is established by de novo methylases Dnmt3a and Dnmt3b, whereas its propagation after DNA replication and repair depends on the maintenance methylase Dnmt1, which recognizes the hemi-methylated DNA duplex and copies the methylation pattern of the parental strand to the newly synthesized DNA strand^18^. Mice lacking *Dnmt1* die at around day 9.5 of embryonic development^19^; likewise, zebrafish homozygous for a mutant *dnmt1* allele predicted to encode an enzyme with impaired function of the catalytic domain die at 8 days post fertilization (dpf)^20^. These findings attest to central cellular function of Dnmt1^18^, but conceal a possible tissue-specific function of this protein in the adult organism. However, evidence for tissue-specific requirement of *Dnmt1* has come from conditional mutants in mice (for instance, see ref. ^21^), and the phenotype of zebrafish *dnmt1* morphants^22^. However, these models fall short of providing a pan-organismic view of DNMT1 function in vertebrates.

Here, using a forward genetics approach^23^, we describe the identification and characterization of viable recessive allele of zebrafish *dnmt1*. Our results provide evidence for the transgenerational inheritance of aberrant DNA methylation patterns associated with impaired larval T cell development.

## Results

### Identification of a recessive viable allele of *dnmt1*

In a forward genetic screen for aberrant T cell development, we identified a large number of recessive mutations, all characterized by reduced numbers of *rag1*-expressing immature thymocytes in larvae 5 days after fertilization (dpf)^23,24^. The mutation in the IY071 line^23^ (Fig. 1a) affected the gene encoding the maintenance DNA methyltransferase DNMT1. The recessive viable *dnmt1* allele (*dnmt1*^t25501^) exhibits a missense mutation (N1391K) in the target recognition domain (TRD) of the catalytic domain of the enzyme (Fig. 1b)^23^; since a previously identified *dnmt1* mutant allele is embryonic lethal^20^, we consider the *dnmt1*^t25501^ allele to be a hypomorph. The mutation in *dnmt1*^t25501^ occurs in an evolutionarily conserved region of the protein (equivalent to N1510K in the mouse protein) (Fig. 1c), and affects an amino acid residue whose side chain in the mouse protein projects towards the major groove of the substrate DNA^25,26^ (Fig. 1d).

**Fig. 1:**
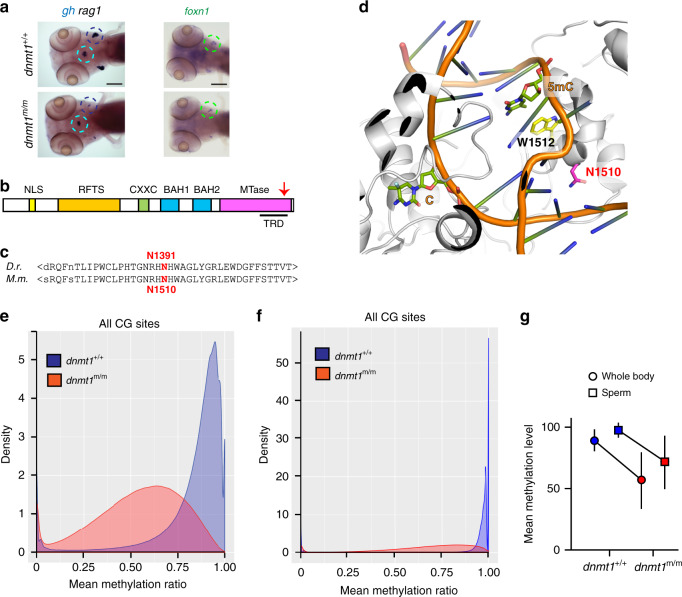
Characterization of a hypomorphic allele of *dnmt1*. **a** Impaired larval T cell development in mutant fish. Diagnostic whole-mount RNA in situ hybridization pattern ^23^in wild-type and *dnmt1* mutant fish at 5 dpf using *rag1* (thymus encircled in black), and *gh* (hypophysis encircled in blue) specific probes (left panel); hybridization pattern for *foxn1*, a marker of thymic epithelium^59,60^ (right panel). Scale bar, 100 μm. Panels are representative of 25 animals each. **b** Schematic of functional domains in the dnmt1 protein (not to scale); NLS, nuclear localization signal; RFTS, replication foci targeting site; CXXC, cysteine-rich domain; BAH, bromo-adjacent homology domains 1 and 2; MTase, catalytic domain. Arrow, approximate position of the amino acid replacement in the target recognition domain, TRD. **c** The asparagine residue mutated in the *dnmt1*^t25501^ allele occurs in an evolutionarily conserved region of the enzyme. **d** In the structure of the mouse Dnmt1 protein in complex with a hemi-methylated substrate, close apposition of the mutated asparagine residue to the substrate DNA in the catalytic site is observed^26^ (PDB ID: 4DA4). **e**, **f** Hypomethylation of cytosine residues in CpG dinucleotides of DNA extracted from whole body of 18 dpf larvae (**e**) (*n* = 3) and sperm of adult homozygous mutants (**f**) (*n* = 3). In (**e**) and (**f**), density refers to the fraction of CG sites with a particular methylation ratio. **g** Mean methylation levels of CG dinucleotides for DNAs shown in (**e**) and (**f**). Values shown represent mean ± mad; *n* = 3. Source data are provided as Source Data file.

### Hypomethylation of DNA in *dnmt1* mutants

Fish homozygous for the N1391K mutation exhibit drastically reduced levels of cytosine methylation in 5´-CpG dinucleotides of genomic DNA. 

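Whole genome bisulfite sequencing, in which unmethylated cytosines are read as thymines, was carried out on DNA of 3 *dnmt1*+/+ and 3 *dnmt1* m/m whole fish at 18 dpf. There were 2 libraries per fish, made with different kits, which the authors merged after mapping to the danRer10 genome, so that each fish is 1 replicate. The deposited values are the methylation ratios of single CpG dinucleotides, that is, the fraction of reads in which the cytosine was methylated, without further normalization. The authors had removed the values of positions with low coverage and of positions with a single nucleotide polymorphism. Read numbers per CpG were not used here, so the depth behind each ratio is unknown, and the number of CpGs that kept a value serves in its place. Of 23946533 CpGs listed on 25 chromosomes, 9843901, 11369807 and 10818129 had a value in the wild-type fish, and 12422383, 11998874 and 11489815 had one in the mutants. The 4820687 CpGs with a value in all 6 fish were used, and the ratios were averaged over the 3 fish of a group before the median over CpGs was taken. To locate the differences, the genome was also divided into windows of 1 kb, and those with at least 5 such CpGs were tested with limma on logit-transformed window means (offset 0.01). A window was called at a false discovery rate (FDR) under 5% and a difference of at least 20 percentage points.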

In DNA extracted from wild-type whole fish at 18 days after fertilization (dpf), 89.08% (median; median absolute deviation [mad] 8.79%) of CpG dinucleotides are methylated whereas the methylation levels in mutants are much lower reaching a mere 56.72% (median; mad 23.04%) (Fig. 1e). 

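In the whole fish, the median of the group-mean ratios was 89.1% (mad 8.79%) in *dnmt1*+/+ and 56.7% (mad 23.0%) in *dnmt1* m/m animals. The medians of single fish were 90%, 89.5% and 89.3% for wild type and 56.5%, 57.1% and 56.5% for mutants, or 89.6% ± 0.370 and 56.7% ± 0.359 (SD, n = 3). The difference is far larger than the spread between fish, although the two-sided exact permutation test gives p = 0.1, the smallest p that 3 fish against 3 allow. When the mean over CpGs was used in place of the median, the levels were 82.2% ± 0.209 and 54.1% ± 0.0661 (SD, n = 3). Of 403058 windows of 1 kb, limma called 329430 (81.7%) less methylated in mutants and 25 more methylated. Across all windows, the median level fell by 28.3 percentage points. All 3 mutants lay on one side of all 3 wild-type fish in 389451 windows, whereas chance gives such a separation in 10% of windows. When at least 10 CpGs per window were required, 83298 windows were lower and 10 higher, and without a minimum difference 390940 were lower and 233 higher. From these levels, the paper states that the mutants have drastically reduced CpG methylation.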

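Sperm of 3 *dnmt1*+/+ and 3 *dnmt1* m/m males of the G2 generation was sequenced and processed in the same way. The labels of these samples name generation 1, and the paper's name is used here. The number of CpGs with a value was 11958432, 13662455 and 15741946 in wild-type sperm and 12444816, 13542339 and 13941306 in mutant sperm, and 7339075 CpGs had a value in all 6 males. The median of the group-mean ratios was 97.9% (mad 3.09%) for wild type and 71.8% (mad 21.5%) for mutants. In single wild-type males, the median CpG was fully methylated, at 100% in all 3. The medians of single mutant males were 64.3%, 76.7% and 75%, so that mutant sperm varied more between fish (72.0% ± 6.72; SD, n = 3) than the whole body did. All mutant males lay below all wild-type males (exact permutation test, two-sided, p = 0.1, the limit for 3 against 3). The group medians differed by −26.1 percentage points with all males, by −22.3 without the first mutant male, and by −28.3 without the second. Fish are numbered as in the columns of the deposited tables.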

The methylation levels in sperm DNAs are generally higher than in somatic tissues, reaching 97.62% (median; mad 3.09%) in the wild-type situation; in *dnmt1*^m/m^ males, in which germ cells develop in the absence of zygotically provided dnmt1 protein, methylation levels fall to 71.81% (median; mad 21.52%) (Fig. 1f). The extent of hypomethylation is more pronounced in DNA extracted from whole body as compared to mutant sperm, falling to 63.6% and 73.6% of wild-type values, respectively (Fig. 1g). 

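Relative to the wild-type value, the group median was 63.7% in whole body and 73.3% in sperm. Calculated for each mutant against the mean of the wild-type fish of the same tissue, the ratios were 63.1%, 63.8% and 63.1% in whole body and 64.3%, 76.7% and 75% in sperm. The difference of 8.66 percentage points between tissues was tested directly and gave p = 0.1 in a two-sided exact permutation test, the smallest that 3 values against 3 can give. By means over CpGs, the ratios were 65.8% ± 0.0804 in whole body and 72.2% ± 6.47 in sperm (SD, n = 3). The tissues then overlapped through the first mutant sperm sample, at 64.8%, and the difference of 6.40 percentage points gave an exact permutation p of 0.4. With each fish left out in turn, the difference by medians stayed between 6.32 and 12.5 percentage points. The paper states from these ratios that hypomethylation is more pronounced in whole body.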

Remarkably, despite the dramatic hypomethylation of somatic DNA, *dnmt1* hypomorphs are viable, making this zebrafish strain an unprecedented model with which to explore the physiological consequences of low DNA methylation levels in an organismic context.

### Hematopoietic abnormalities in *dnmt1* mutants

Next, we examined the hematopoietic system in *dnmt1*^m/m^ animals during larval and adult stages (Fig. 2a). At 5 dpf, no changes were recorded for the expression levels of markers for hemogenic endothelium (*gata2b*) and haematopoietic stem cells (*c-myb*). Slightly reduced levels were found for genes indicative of erythroid (*gata1a*) and myeloid (*cebpa*) lineages, although expression of *mpx* as a marker of mature myeloid cells was more substantially reduced (Fig. 2b). At this stage of development, the most drastic changes in expression were seen for genes associated with T cell development (*lck*; *zap70*) and for genes whose expression is associated with, but not restricted to, developing T cells (*rag1; ikzf1*; *gata3*) (Fig. 1a; Fig. 2b). Next we examined the status of adult hematopoiesis in whole kidney marrow. Among the cell populations discernable by their light-scatter characteristics, the most consistent reduction was seen for lymphocytes, whereas erythroid and myeloid cell populations were not affected (Fig. 2c). In order to substantiate this conclusion, we introduced an *ikzf1:egfp* transgene^27^ into the IY071 line; in adult fish, the reporter marks T and B cells. As suggested by the aberrant flow cytometric profile, the lymphocyte population is greatly diminished in *dnmt1*^m/m^ fish (Fig. 2c). Collectively, our results suggest the lymphopoietic capacity of adult *dnmt1*^m/m^ animals is drastically impaired, indicating that the genetically separable waves of larval and adult T cell development in zebrafish^28,29^ (Fig. 2a) are equally affected.

**Fig. 2:**
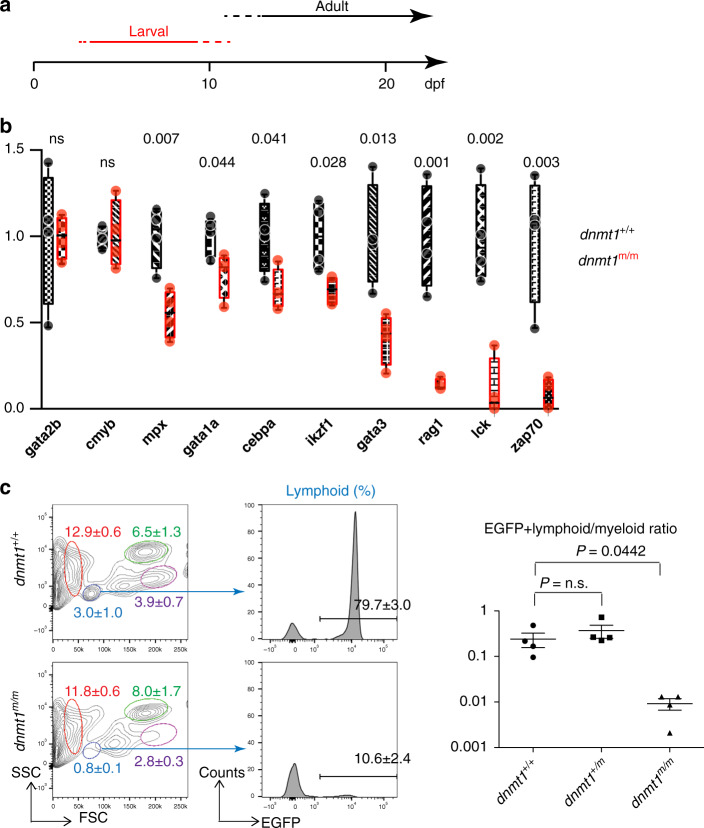
Hematopoietic abnormalities in *dnmt1* mutant fish. **a** Schematic indicating the two waves of T cell development in zebrafish, operationally referred to as larval and adult phases; the larval phase depends on the activity of the ikzf1 transcripton factor^28,46^. In the forward genetic screen, fish were analyzed at 5 dpf. **b** Expression patterns of selected genes associated with hematopoietic development in 5 dpf G2 embryos. Levels were determined by qPCR and normalized to the levels of *actb1* (*n* = 4; mean; whiskers represent maximum and minimum values; individual data points are indicated). **c** Adult lymphopoiesis fails in mutant fish. Flow cytometric analyses of whole kidney marrow (WKM) cells^47^ of wild-type and *dnmt1* mutants, both transgenic for an *ikzf1-EGFP* reporter^27,28^ (left panels). Circles denote different blood cell populations in adult wild-type fish: red, erythrocytes; blue, lymphocytes; magenta, precursors; green, myelomonocytes. Percentages (mean ± SD) of each population in WKM preparations are indicated (*n* = 4, for both genotypes; left panels). Analysis of EGFP-positive cells in the lymphocyte gates; percentages of positive cells are indicated in the histograms (*n* = 4, for both genotypes; middle panel), and enumerated (right panels). FSC, forward light scatter; SSC, side light scatter. Source data are provided as Source Data file. For b, c, unpaired two-tailed *t* test with Welch´s for unequal variance and Bonferroni´s correction for multiple tests.

### Hematopoietic abnormalities in *dnmt1* mutant offspring

We found that the offspring (designated as generation 3 [G3] in Fig. 3a) of male mutant fish crossed with wild-type females are viable, as are those of male mutant fish crossed with heterozygous females. Therefore, it was possible to examine the hematopoietic compartments of larval and adult stages of G3 fish. In contrast to heterozygous G2 animals arising from a cross of heterozygous males and females, we observed that many of the heterozygous G3 animals resulting from a cross of homozygous mutant males with wild-type females (Fig. 3a) exhibited impaired larval T cell development (Fig. 3b, c). By contrast, the adult T cell compartment of these heterozygous G2 and G3 fish develops normally (Fig. 3d). The striking discrepancy between the hematopoietic phenotypes of G2 and G3 fish suggests that the functionally distinct phases of T cell development in zebrafish are not only genetically^28,29^, but also epigenetically separable. Moreover, the present results suggest a particular sensitivity of larval T cell development to aberrations of DNA methylation.

**Fig. 3:**
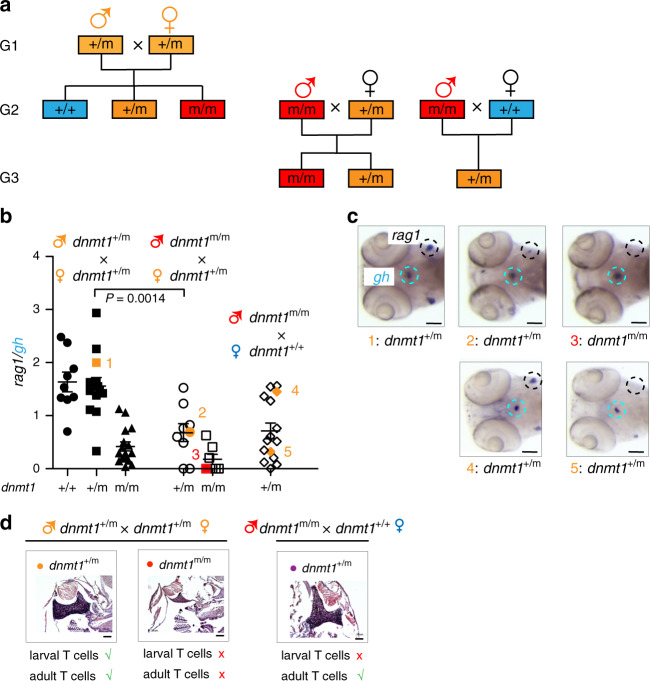
Impaired T cell development in 5 dpf larvae. **a** Structure of pedigrees. A cross of male and female carriers gives rise to the three genotypes of the G2 generation that are used to establish the G3 generation. **b** The *rag1/gh* ratio as determined by RNA in situ hybridization is shown for 5 dpf fish of the indicated genotypes (bottom) arising from the indicated parental genotypes (top); male genotypes are shown in upper row. Each data point represents one animal; *t* test, two-tailed; mean ± s.e.m. **c** Representative RNA in situ patterns on which the calculation of *rag1/gh* ratios was done are shown on the right for the animals identified by numbers in panel (**b**). The thymus region (identified by *rag1* signal) and the hypohysis (identified by the *gh* signal) are encircled; because of the cell-type specificity of the mutant phenotype, the *rag1/gh* ratio serves as a convenient normalization measure for the RNA in situ hybridization protocol. **d** Thymopoiesis in adult animals of the indicated generations and genotypes. Histological sections of thymi were stained with hematoxylin/eosin; note the alymphoid thymus in *dnmt1*^m/m^ fish. In (**c**, **d**), scale bars: 0.1 mm. Source data are provided as Source Data file.

The unexpected finding of impaired larval T cell development in heterozygous fish arising from crosses of mutant males and wild-type females prompted us to extend the analysis to include further generations (Fig. 4a). To this end, the G1 mutant carrier was out-crossed to wild-type fish twice, to establish two separate pedigrees. The extent of larval and adult T cell development was examined at each generation, but no differences were observed between these two separate populations. We found that in contrast to the situation of G2 mutant males, the progeny of a cross of G2 mutant females with wild-type males succumbed to an early developmental arrest before body axis formation. During early development, the maternal methylome is gradually reprogrammed to the paternal methylation pattern^13–15,30^, indicating that the enzymatic activity of the mutant Dnmt1 protein deposited in the eggs is not sufficient to support this remodeling. Because full Dnmt1 activity appears to be required before the onset of zygotic gene activation, only mutant males could be used to establish heterozygous G3 progeny; these fish were crossed to wild-type fish to generate *dnmt1*^+/+^ and *dnmt1*^+/m^ animals of the G4 generation (Fig. 4a). When we crossed male or female fish of the G4 generation that are genotypically wildtype for *dnmt1* with wild-type females or males (Fig. 4a), G5 fish with strikingly reduced larval T cell development were observed in ~50% of the crosses (Fig. 4b); this phenotype was observed in both pedigrees, arguing against the fortuitous co-segregation of an unknown mutation. Henceforth, G4 fish that yield normal offspring are designated as G4^+^, whereas those that sire offspring with impaired larval T cell development are designated as G4*. As expected, the cellular composition of the hematopoietic cell populations in the kidney marrow was normal for genotypically wild-type adult males and females that gave rise to offspring with impaired larval T cell development (Fig. 4c).

**Fig. 4:**
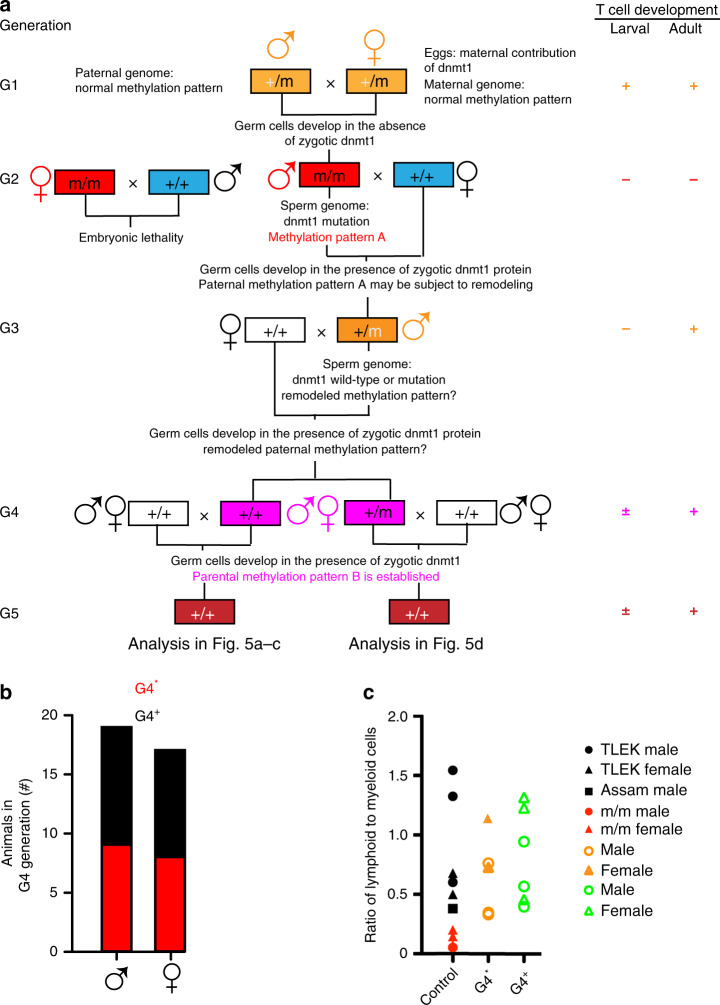
Transgenerational inheritance of failing larval T cell development. **a** Structure of pedigree; the genotypes and sex of animals is indicated. White boxes, wild-type animals unrelated to the *dnmt1*-mutant lineage; blue boxes, genotypically wild-type animals arising from various crosses in the *dnmt1*-mutant lineage. The presence (+) or absence (−) of larval and adult phases of T cell development in different generations of the pedigree are indicated on the right, with colors matching the relevant genotypes. The ± sign indicates that larval T cell development is impaired in some but not all G4 and G5 animals. **b** Genotypically wild-type (*dnmt1*^+/+^) males and females of the G4 generation give rise to off-spring with (G4*) or without (G4^+^) impaired larval T cell development when crossed to wild-type animals. **c** Normal adult hematopoiesis in fish of different genetic backgrounds. Whole kidney marrow cells were analyzed by flow cytometry (see Fig. 2c, left panel) and cell numbers in the lymphoid and myeloid gates were counted^47^. The genotype of animals is indicated to the right; TLEK and Assam represent wild-type strains. Note the normal lymphoid/myeloid ratios in adult G4* animals. Each data point represents one animal. Source data are provided as Source Data file.

### Transgenerational inheritance of larval T cell impairment

In G4* x wild-type crosses, ~1/3 of fish of the clutch presented with T cell deficiency; this phenomenon was observed in both male (Fig. 5a) and female (Fig. 5b) G4 animals. Indeed, when the range of *rag1*/*gh* values observed in the resulting G5 off-spring is determined and expressed as “noise” (variance normalized to the mean), G4^+^ and G4* animals can be clearly distinguished; G4* animals exhibit a 7-fold higher noise in *rag1/gh* values (Fig. 5c). The phenomenon of reduced larval T cell development in genotypically wild-type G5 fish was also seen in crosses of *dnmt1*^+/m^ G4 males with wild-type females, again accompanied by increased noise in the *rag1*/*gh* ratios in the two resulting genotypes (Fig. 5d). Collectively, these data suggest that the transgenerational inheritance of an aberrant DNA methylation mark(s) may underlie the aberrant larval T cell development.

**Fig. 5:**
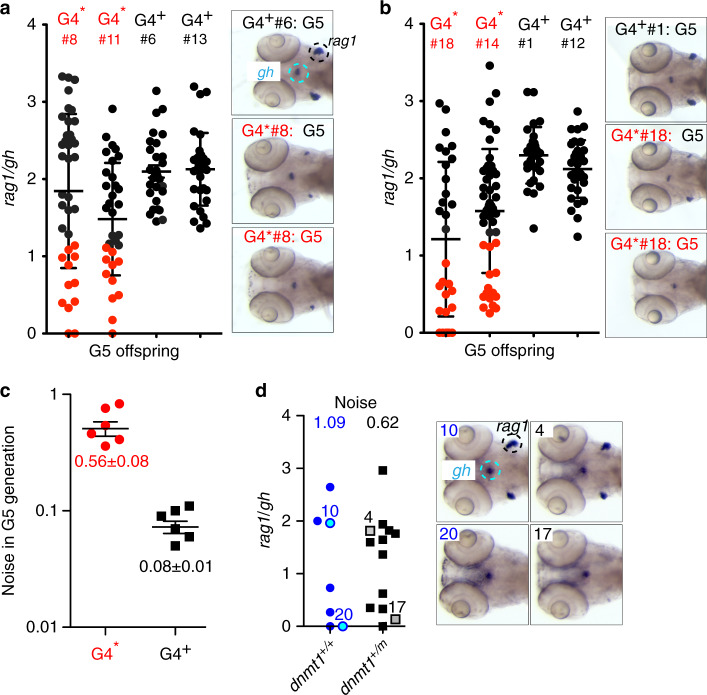
Variable levels of larval T cell development in the G5 generation. **a** Extent of T cell development (expressed as *rag1/gh* ratio) in the G5 generation arising from *dnmt1*^+/+^ male G4 fish (c.f., **a**). Red dots represent values of thymopoietic index of animals in G5 clutches arising from a G4* parent whose *rag/gh* ratios lie outside 2 standard deviations of values observed in G5 clutches arising from G4^+^ parents. Representative RNA in situ results are shown for G5 fish. **b** Extent of T cell development in the G5 generation arising from *dnmt1*^+/+^ female G4 fish. **c** Noise (calculated as variance/mean) values of *rag1/gh* data in G5 clutches arising from G4* and G4^+^ parents (mean ± s.e.m.).**d** Extent of T cell development (expressed as *rag1/gh* ratio) in the G5 generation arising from *dnmt1*^+/m^ male G4* fish; the mean noise values are indicated at the top (left panel). Representative RNA in situ patterns on which the calculation of *rag1/gh* ratios was performed are shown on the right for the animals identified by numbers in the left panel. In (**a**–**d**), each data point represents one animal. Source data are provided as Source Data file.

In order to exclude the possibility that this phenomenon is the result of non-specific demethylation of the parental genomes, we repeated the crosses using wild-type parents treated with 5-aza-2′-deoxcytidine (aza-dC), an irreversible inhibitor of DNA methylases^31^. However, while aza-dC treatment reduced the extent of larval T cell development, no abnormalities were observed at later stages (Supplementary Fig. 1); most importantly, the adults exposed to the demethylating agent during the embryonic period did not produce offspring with aberrant T cell development, suggesting that the particular nature of changes in methylation patterns associated with the N1391K mutation underlies the transgenerational phenotype.

### Characterization of DNA methylation patterns in G4 sperm

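In G2 sperm, 624580 windows of 1 kb could be tested. The test with limma called 446197 of them (71.4%) less methylated in *dnmt1* m/m sperm and 112 more methylated, and the median level over all windows fell by 25.7 percentage points. The males of the 2 genotypes did not overlap in 599062 windows (10% by chance). With each male left out in turn, between 367924 and 478474 windows were called lower and between 95 and 147 higher. When at least 10 CpGs per window were required, which leaves fewer windows, 150170 were lower and 67 higher.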

Next, we analyzed the methylation patterns of G2 wild-type and mutant sperm. 

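The DMRs are intervals that the authors found with metilene on CpGs with a value in every male and kept after re-evaluation with limma on logit-transformed interval means. The authors' deposited table lists 223955 intervals with a lower mean in G2 *dnmt1* m/m sperm and 175 with a higher mean. Hypomethylated intervals have a median length of 699 bp and 18 CpGs, hypermethylated ones 347 bp and 15 CpGs. When the interval means of each male were recalculated from the single CpGs, they differed from the authors' deposited group means by 0.210 percentage points on average in wild type and by 0.853 in mutants. The same limma test at an FDR under 5% then called 223882 of the hypomethylated intervals lower and 160 of the hypermethylated intervals higher. Because the intervals were selected on the same males, these counts are a check of the values and no independent evidence. The number of hypermethylated intervals depended on the scale, and was 101 with an offset of 0.001 and 103 on untransformed ratios. It was 86 without the first mutant male.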

In the DNA of G2 *dnmt1*^m/m^ sperm, we detected 223,956 hypomethylated and 175 hypermethylated differentially methylated regions (DMRs); for simplicity, we refer to the methylation pattern in G2 mutant sperm as pattern A. Interestingly, G2 fish homozygous for the *dnmt1* mutation exhibit increased expression levels of the de novo DNA methyltransferase *dnmt3bb.2* at 5 dpf, suggesting the activation of compensatory mechanism(s) partially counteracting impaired maintenance activity of dnmt1; only minor differences were noted for other genes encoding modulators of DNA methylation (Supplementary Fig. 2a).

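Sperm of 3 G4+ and 3 G4* males was sequenced as for G2. The number of CpGs with a value was 14141525, 15873738 and 15520027 in G4+ sperm and 15608933, 14616888 and 14530682 in G4* sperm, and 9521488 CpGs had a value in all 6 males. The depth per CpG is unknown, as before. The authors' deposited intervals have a median length of 610 bp and 16 CpGs where G4* sperm is lower, and of 598 bp and 18 CpGs where it is higher. Recalculated from the single CpGs, the mean of the 164 lower intervals was 88.4% in G4+ and 50.1% in G4*, and the mean of the 79 higher intervals was 34.1% and 77.9%. All 243 were called by limma at an FDR under 5% and kept the males of the groups apart, but the intervals had been chosen for that on the same 6 males. The test of windows does not depend on these intervals. Of 763308 windows of 1 kb, 114 were lower and 56 higher in G4*, and 105 of the 170 called windows overlap a deposited DMR. An unadjusted p under 5% was reached by 42669 windows. No window was called when any 1 of the 6 males was left out (0 windows for each, with unadjusted counts between 39085 and 43612).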

We then analyzed the DNA methylation patterns of sperm of the two groups of genotypically wild-type G4 males, G4^+^ and G4*, respectively, and found that they differed by a mere 243 DMRs; 164 DMRs are hypomethylated in G4* (Supplementary Data 1), and 79 DMRs are hypermethylated in G4* sperm (Supplementary Data 2); we refer to the methylation patterns in G4 mutant sperm as patterns B^+^ and B*, respectively. For for G4^+^ sperm, the degree of methylation of CpG dinucleotides across the genomes is 97.57% (median; mad 2.99%); for G4*, this value is 97.53% (median; mad 3.02%) (Fig. 6a); these methylation levels are very close to those of wild-type sperm (Fig. 1f). 

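The median of the group-mean ratios was 97.6% (mad 2.99%) in G4+ sperm and 97.5% (mad 3.02%) in G4* sperm. The median CpG of every single G4 male was methylated at 100%, so that the exact permutation test on the medians gives p = 1. Means over CpGs were 91.5% ± 0.0897 in G4+ and 91.4% ± 0.0300 in G4* (SD, n = 3; exact permutation test, two-sided, p = 0.8). The groups overlap, and no difference in the overall level was detectable. The sign of the difference between the group medians, −0.0441 percentage points, changed to 0.0309 without any 1 of the G4+ males. The mean over CpGs in G2 wild-type sperm was 91.7% ± 0.0424 (SD, n = 3).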

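Each deposited G2 DMR was looked up in the G4 males. As in the paper's methods for DMRs, an interval was used if at least 20% of its CpGs had a value in a male, and at most 1 of the 6 males was allowed to lack a value. This left 222836 of the 223955 hypomethylated and 172 of the 175 hypermethylated intervals. The interval means of G4+ and G4* sperm were compared with limma, and a difference was called at an FDR under 2% and at least 20 percentage points, the thresholds that the methods give for G4 DMRs in G2 sperm, applied here in the reverse direction.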

The vast majority of DMRs identified in the comparison of G2^+/+^ and G2^m/m^ sperm could also be evaluated in G4 sperm. Of the 222,449 hypomethylated G2 DMRs, the methylation levels of 222,390 DMRs (99.3%) were identical between G4^+^ and G4* sperm DNAs; of the 171 hypermethylated G2 DMRs, 170 DMRs (99.4%) were no longer distinguishable in G4 sperm. Collectively, our observations suggest that during the transition from G2 to G4, the germ cells developing in the presence of zygotically provided dnmt1 protein undergo global restoration of methylation patterns.

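Of the hypomethylated G2 DMRs, 43 were lower and 21 were higher in G4* than in G4+ sperm, and 222772 (99.97%) did not pass the thresholds. Of the hypermethylated G2 DMRs, 2 were lower and 170 (98.8%) did not pass; 0 were higher by limma, with 29 of the 172 at an unadjusted p under 5%, and 4 were higher without the third G4+ male. The median difference of the hypomethylated intervals was −0.0195 percentage points. With the FDR at 5% and no minimum difference, the hypomethylated intervals gave 90 lower and 36 higher. Without the first G4+ male none was called (0 by limma, with 11236 hypomethylated intervals at an unadjusted p under 5%). With each of the other males left out, between 1 and 26 of the hypomethylated intervals were lower and between 1 and 24 higher.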

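At the hypomethylated G2 DMRs, the mean level was 96.2% ± 0.0701 in G2 *dnmt1*+/+ and 71.3% ± 6.17 in G2 *dnmt1* m/m sperm, and it was 95.7% ± 0.135 in G4+ and 95.6% ± 0.0289 in G4* sperm (SD, n = 3 each). Every G4 male lay above every G2 mutant male and within 1 percentage point of the G2 wild-type mean. At the 175 hypermethylated G2 DMRs, the level was 21.1% ± 1.03 in G2 *dnmt1*+/+ and 47.0% ± 3.50 in G2 *dnmt1* m/m sperm, and it was 52.6% ± 0.771 in G4+ and 56.0% ± 4.12 in G4* sperm (SD, n = 3 each). These intervals had been selected on the same G2 males for a lower level in wild type, which alone can put the G4 males above the G2 wild type. From the global levels and the lack of differences between G4+ and G4* at the G2 DMRs, the paper proposes that methylation patterns are globally restored between G2 and G4.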

**Fig. 6:**
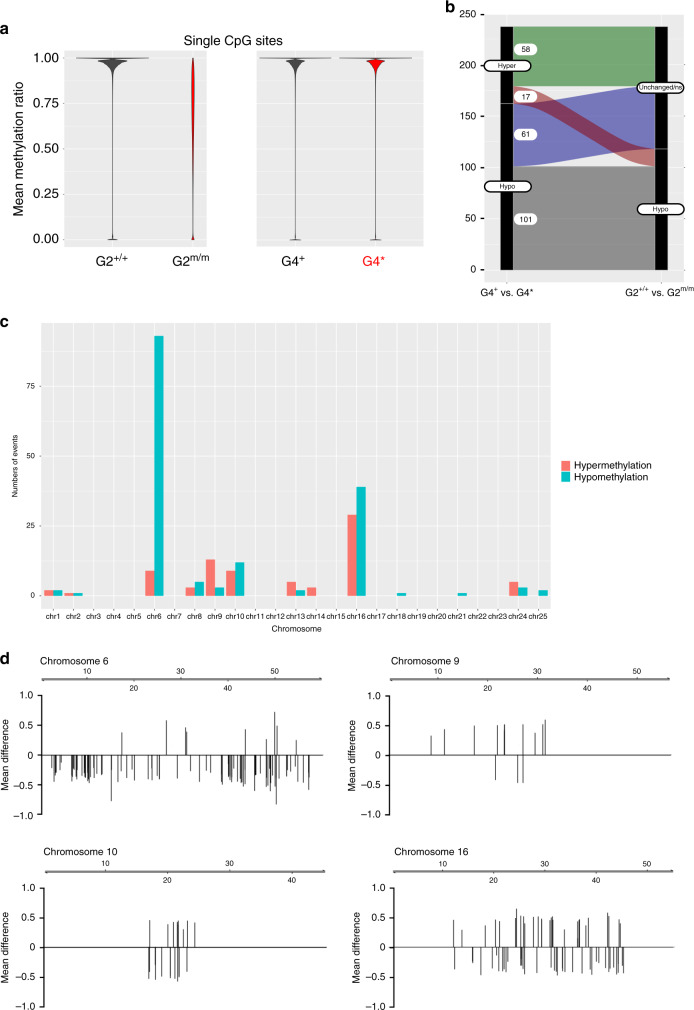
Dynamic changes of DNA methylation patterns in the G4 generation. **a** Mean methylation ratios of CpG dinucleotides in sperm DNAs of G2 *dnmt1*^+/+^ and *dnmt1*^m/m^ animals (left panel), and genotypically wild-type (*dnmt1*^+/+^) males of the G4 generation giving rise to off-spring with (G4*) or without (G4^+^) impaired larval T cell development when crossed to wild-type females (right panel). **b** History of methylation of DMRs distinguishing G4^+^ and G4* animals. The y-axis gives the number of DMRs that are either hypermethylated or hypomethylated in sperm DNA of in G4* versus G4^+^ animals. These DMRs were either indistinguishable in sperm of the G2 generation or were hypomethylated in G2^m/m^ versus G2^+/+^ animals. **c**, **d** Non-random distribution of DMRs in the genome of sperm of G4* relative to G4^+^ animals. Most DMRs represent hypomethylated sites **c**. Distribution of DMRs across the 4 most affected chromosomes (scale in Mb); the mean methylation differences are indicated; positive values indicate hypermethylation of DMRs in G4* sperm, negative values indicate hypomethylation of DMRs in G4^*^ sperm (**d**). Source data are provided as Source Data file.

Next, we examined the history of the DMRs distinguishing G4^+^ and G4* sperm DNAs (Fig. 6b). Of the 164 hypomethylated DMRs, 162 DMRs were also observed in the G2 comparison and could thus be included in our analysis; 101 DMRs were still hypomethylated in G4* sperm, whereas a further 61 DMRs that were originally indistinguishable in G2 exhibit lower methylation levels in G4* (Fig. 6b; Supplementary Data 3). 

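Of the 164 hypomethylated G4 DMRs, 163 could be assessed in the G2 males with the thresholds of the methods. In G2 *dnmt1* m/m sperm, 99 of them were lower than in wild type and 64 did not pass. At the same thresholds, 445775 of all 624580 windows of 1 kb were lower in this sperm. A lower level in G2 therefore does not set these intervals apart from the rest of the genome. The mean level of the 163 intervals was 76.1% in G2 *dnmt1*+/+ and 46.9% in G2 *dnmt1* m/m sperm. With each G2 male left out in turn, between 82 and 97 intervals were called lower.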

Of the 79 hypermethylated DMRs distinguishing G4^+^ and G4* sperm DNAs, the status of 75 DMRs could be assessed in G2; 58 of these DMRs exhibited similar methylation levels in wild-type and mutant G2 sperm, whereas 17 DMRs were found to have lower methylation levels in G2^m/m^ sperm as compared to wildtype (Fig. 6b; Supplementary Data 3). 

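Of the 79 hypermethylated G4 DMRs, 77 could be assessed in G2 sperm, where 24 were lower in *dnmt1* m/m and 53 did not pass. Their mean level was 63.4% in G2 *dnmt1*+/+ and 36.9% in G2 *dnmt1* m/m sperm, and 38 reached an unadjusted p under 5%. Without the first mutant male, whose sperm had the lowest methylation, 14 were called lower. With the FDR at 5% and no minimum difference, 33 were lower. The windows of G2 sperm, of which 445775 of 624580 were lower at these thresholds, are the background for these counts too. For the G4 DMRs of both directions, the deposited ratios of single CpGs were used here. The paper extracted the G2 values from its read alignments with another workflow, and the effect of this on the counts was not tested.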

The DMRs distinguishing G4^+^ and G4* sperm DNAs are non-randomly distributed across the genome (Fig. 6c), with chromosomes 6, 9, 10, and 16 being particularly affected (Fig. 6d).

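Of the 243 G4 DMRs in the authors' deposited table, 102 lie on chromosome 6, 68 on chromosome 16, 21 on chromosome 10 and 16 on chromosome 9. On chromosome 6, 93 of them are hypomethylated and 9 hypermethylated in G4*, and on chromosome 9, 3 are hypomethylated and 13 hypermethylated. In a permutation test, the largest number on any chromosome was compared with 10000 random draws of 243 tested windows, in which it had a median of 17 and a maximum of 31 (p = 0.0001, the smallest these draws can give). The DMRs also lie close together within their chromosomes. A further DMR lies within 1 Mb of 223 of them, whereas draws of as many windows from the same chromosomes gave a median of 186 and a maximum of 204 (permutation test, p = 0.0001, again the smallest possible). When DMRs within 1 Mb of each other were counted once, 22 of 59 remained on chromosome 6, against a maximum of 14 in the draws. CpGs that lack a value in all males of one G4 group and have one in all males of the other are also denser near the DMRs, at 230.1 per 10000 CpGs within 500 kb and 61.4 per 10000 elsewhere.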

### Gene regulatory context of DMRs

Next, we wished to gain sight into the distribution of DMRs in G2 and G4 with respect to known gene regulatory elements. We found that CpG islands, promoters, exons, introns and intergenic regions were similarly affected by the extensive changes in methylation of G2 mutant sperm DNA. Moreover, none of these features was associated with the methylation differences observed between G4^+^ and G4* sperm DNAs (Supplementary Fig. 2b). As expected, genomic regions marked by placeholder nucleosomes^15^ were found to be mostly unmethylated, and no changes in methylation patterns at these sites were observed in any of the experimental groups. Moreover, DMRs exhibiting dynamic changes during early zebrafish development, such as those changing between the epiboly stage and the 24 hpf time point, and those changing between the 24 hpf time point and the 48 hpf time point^32^ also could not distinguish G4^+^ and G4* sperm DNAs (Supplementary Fig. 2c). The analysis of repetitive sequences indicated that all classes of repeats were uniformly affected by hypomethylation in G2 mutant sperm DNA; in G4 sperm, all repeats participated in the restoration of methylation levels equally well (Supplementary Fig. 2d).

We then asked whether any particular chromatin signature would explain the differences between the methylation patterns of G4^+^ and G4* sperm DNAs and examined the enrichment of specific chromatin marks at the hypo- and hypermethylated G4 DMRs. None of the distinct DNA methylation patterns could be explained by histone modification combinations (Supplementary Fig. 3). Since we observed a disproportionately high number of G4 DMRs on chromosome 6 (Fig. 6c, d), we investigated DMR distribution in context of chromosome-scale features. To this end, we compared chromosome 6 (large number of DMRs discovered) with chromosome 7 (no DMRs discovered) (Supplementary Fig. 4). 

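Chromosome 6 holds 33879 tested windows with 416211 CpGs measured in all 6 G4 males, and chromosome 7 holds 41303 windows with 504509 CpGs. By the number of tested windows, 10.8 DMRs would be expected on chromosome 6 and 13.1 on chromosome 7, where 0 are listed. The DMRs of chromosome 6 span 54.7 Mb in danRer10, from position 2540421 to 57233702. CpGs without a value in one G4 group and with values in the other make up 179.7 per 10000 on chromosome 6 and 69.8 per 10000 on chromosome 7.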

We found that neither the positions of topologically associated domains (TADs), nor the presence of specific chromatin marks (H3K4me3; H3K27me3; H3K9me3), CpG islands, or repetitive sequences were associated with clusters of hypo- and hypermethylated DMRs (Supplementary Fig. 4). Further studies are required to determine the mechanistic basis of the uneven distribution of DMRs distinguishing the methylation patterns of G4^+^ and G4* sperm DNAs.

### Characterization of hypermethylated DMRs in G4* sperm

Our results suggest that the hematopoietic abnormalities of G2 mutants have their origin in a progenitor common to both T and B lymphoid lineages in larvae and adult fish. By contrast, G4* animals give rise to a more circumscribed aberration in their offspring, originating in the incapacitation or lack of a larval T cell progenitor only. This in turn suggests that the failure of T cell development observed in G4* progeny may have a different or only partially overlapping epigenetic basis than that in earlier generations. Hence, we focused our attention on those DMRs in G4 sperm whose methylation levels are discordant to G2 mutant sperm (Fig. 6b; Supplementary Data 3). To this end, we searched for DMRs associated with genes known to be important for T cell development. 

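Among DMRs with non-overlapping groups, the 3 largest losses and the 3 largest gains did not pass the thresholds of the methods in the G2 comparison, although *chmp4ba* fell from 79.9% ± 28.6 in G2 *dnmt1*+/+ to 29.7% ± 21.4 in G2 *dnmt1* m/m sperm (limma, adjusted p = 0.0441) and *neo1b* from 96.2% ± 0.722 to 77.6% ± 3.10 (adjusted p = 0.00395; SD, n = 3). The 3 largest losses in G4* were near *CABZ01069974.1* (chromosome 6, 50240299 to 50240725, danRer10), near *ecrg4b* (chromosome 6, 15183436 to 15183715) and in *neo1b* (chromosome 25, 2870069 to 2870770). At *CABZ01069974.1*, the level was 83.9% ± 25.1 in G4+ and 0.977% ± 1.28 in G4*, at *ecrg4b* 85.4% ± 19.7 and 8.06% ± 2.58, and at *neo1b* 96.5% ± 0.810 and 22.8% ± 27.4 (SD, n = 3). The 3 largest gains were in *chmp4ba* (chromosome 6, 49915671 to 49916052), *si:dkey-250a19.1* (chromosome 9, 31535864 to 31536433) and *cadm4* (chromosome 16, 24451372 to 24451759). Their levels rose from 23.5% ± 26.1 to 96.3% ± 0.572, from 0.428% ± 0.461 to 64.5% ± 8.21 and from 0.399% ± 0.215 to 63.7% ± 9.36 (SD, n = 3). The large standard deviations come from single males at an intermediate level, such as the second G4+ male at *chmp4ba*, at 53.6%. In G2 sperm, the wild-type males also differ from each other at some of these intervals, with 95.4%, 46.9% and 97.5% at *chmp4ba* and 50.5%, 2% and 49.3% at *si:dkey-250a19.1*. Each of the 6 DMRs has an exact permutation p of 0.1, the smallest for 3 males against 3.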

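The DMR of *runx3* (ENSDARG00000052826) lies on chromosome 13 from 44953072 to 44953566 in danRer10, spans 20 CpGs and is 2296 bp from the gene in the authors' annotation. Its level was 59.5%, 62.3% and 68.4% in the G4+ males and 96.1%, 97.1% and 98.5% in the G4* males, or 63.4% ± 4.55 and 97.2% ± 1.24 (SD, n = 3). The difference was 33.8 percentage points, with an adjusted p of 2.97e-06 in limma over the 243 G4 DMRs alone and of 0.0172 in the authors' deposited table, which adjusts over their candidates. The DMR of *rptor* (ENSDARG00000098726) lies within the gene on chromosome 6, from 17437580 to 17439602, and spans 55 CpGs. Its level was 58.3%, 55.5% and 62.4% in G4+ and 96.1%, 95.8% and 96.5% in G4*, or 58.7% ± 3.46 and 96.1% ± 0.358 (SD, n = 3), a difference of 37.4 percentage points (limma, adjusted p = 1.14e-06, and 0.0147 in the authors' deposited table). Both intervals were selected on these males, so that the adjusted p is no independent evidence, and an exact permutation test on 3 males against 3 gives p = 0.1 for each, its smallest value. With each male left out in turn, the difference stayed between 31.9 and 36.3 percentage points at *runx3* and between 35.8 and 39.2 at *rptor*. In G2 sperm, *runx3* was at 97.1% ± 1.51 in *dnmt1*+/+ and 36.5% ± 29.1 in *dnmt1* m/m, and *rptor* at 97.0% ± 1.06 and 56.2% ± 21.1 (SD, n = 3; limma, adjusted p = 0.00303 and 0.00379). At both genes, G4* sperm is thus near the G2 wild-type level and G4+ sperm below it. *rptor* lies on chromosome 6, where CpGs without a value in just one of the G4 groups are dense.

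**Figure D1:**
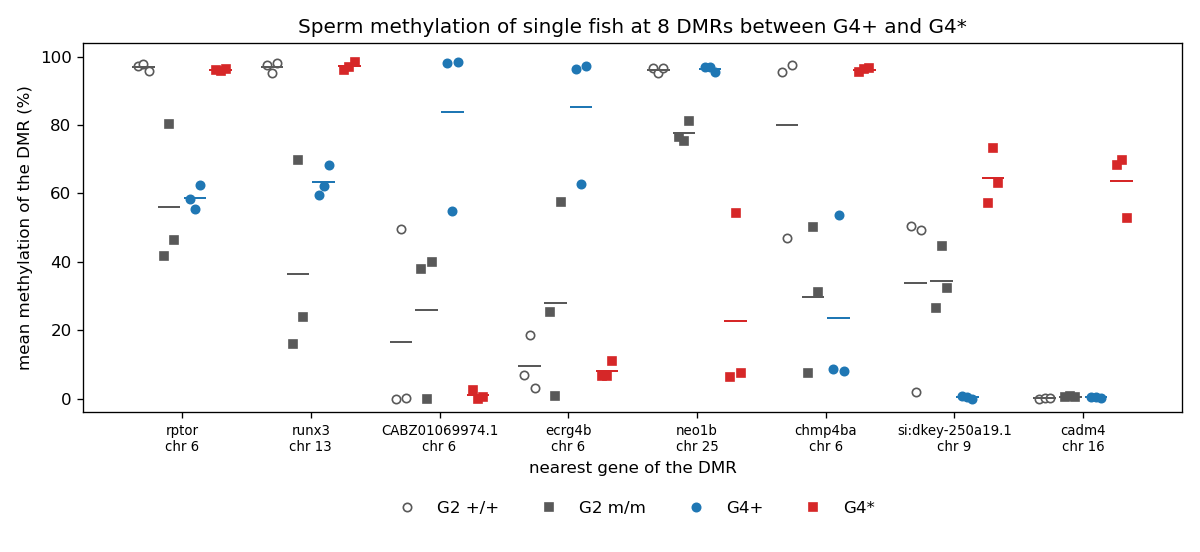
Mean methylation of each DMR (vertical axis, percent) in single males, for *rptor*, *runx3* and the DMRs with the 3 largest losses and the 3 largest gains in G4* sperm (horizontal axis, nearest gene and chromosome). Points are males of the G2 *dnmt1*+/+, G2 *dnmt1* m/m, G4+ and G4* groups, 3 per group, and short lines are group means. At *runx3*, the G4+ males lie between 59.5% and 68.4% and the G4* males between 96.1% and 98.5%.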

Notably, in G4* sperm, we identified one hypermethylated DMR each that is associated with *runx3* and *rptor* genes, respectively (Fig. 7a, b; Supplementary Fig. 5a, b); previous studies in mice have shown that these genes are both required for intrathymic T cell development^33,34^. In both cases, the hypermethylated DMR overlaps with a region distinguished by chromatin marks, such as H3K4me1, H3K4me3, and H2AFV, indicative of regulatory function(s)^15^. Although we consider it likely that genes other than *runx3* and *rptor* and/or their concerted activities contribute to the observed T cell phenotype in the offspring of G4* animals, we found that simultaneous knock-down of these two genes led to impaired larval T cell development (Fig. 7c). Moreover, despite the fact that the expression of *runx3* and *rptor* are not exclusive to the T cell lineage, a trend towards lower expression levels of both genes was observed in 5 dpf mutant larvae (Supplementary Fig. 5c). Collectively, our findings suggest that *runx3* and *rptor* are functionally relevant for zebrafish T cell development and that their epigenetic regulation contributes to the transgenerational phenomenon observed here.

**Fig. 7:**
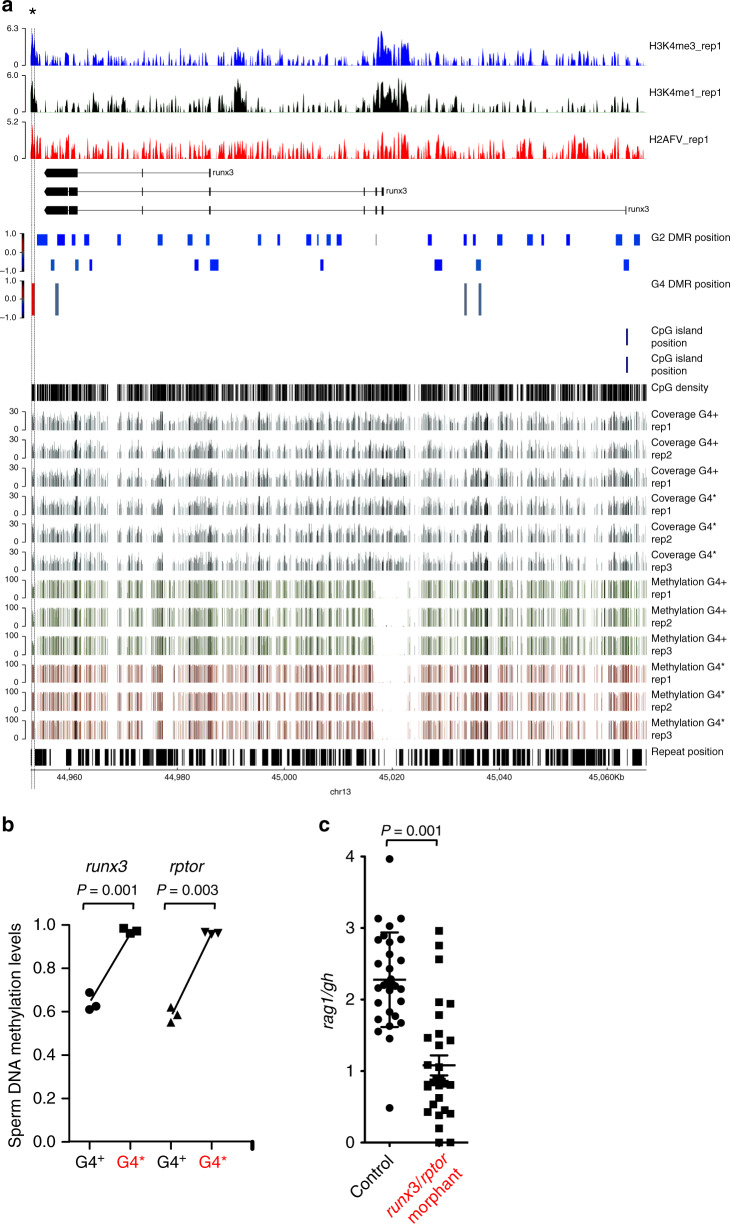
Molecular basis of transgenerational inheritance of impaired larval T cell development. **a** Characterization of the *runx3* locus. In the first three rows, various chromatin marks are indicated^15^. The structures of known transcripts across the *runx3* locus are shown below. The positions of candidate DMRs called in G2 sperm DNAs are shown underneath the transcript structures, as are the three candidate DMRs discovered in G4^+^ and G4* sperm DNA. The position of the only annotated *runx3* CpG island is indicated above the CpG density track. The filtered coverage across the locus in the three WGBS replicates is indicated as well as the extent of methylation in the CpGs that were evaluated in the comparison of G4^+^ and G4* sperm DNAs. The bottom row indicates the positions of repeat across the locus. Note that the hypermethylated DMR in G4* sperm DNA coincides with a peak in H3K4 methylation. **b** DNA methylation levels in DMRs associated with *runx3* and *rptor* genes in sperm of G4 males. For *runx3*, the data pertain to the three replicates of the DMR marked with an asterisk in a; for *rptor*, the relevant DMR is indicated by an asterisk in Supplementary Fig. 5b. **c** Combined knock-down of *runx3* and *rptor* by anti-sense oligonucleotides impairs larval T cell development. Each data point represents one animal analyzed at 5 dpf by RNA in situ hybridization. In (**b**, **c**), each data point represents one animal; t-test, two-tailed; mean ± s.e.m. Source data are provided as Source Data file.

## Discussion

The present study documents a rare example of transgenerational inheritance of epimutations in vertebrates, and, to the best of our knowledge, the first case of such a phenomenon that is linked with a specific immunological phenotype. When mutant sperm fertilize an egg produced by wild-type or *dnmt1*^+/m^ heterozygous females, developmentally programmed changes of DNA methylation patterns during germ cell development occur in the presence of maternally provided dnmt1 protein. Paternal methylomes are known to be stably propagated throughout embryogenesis, and the heavily methylated sperm DNA determines the DNA methylome of the early embryo^13–15^. However, remodeling of an aberrant paternal methylation pattern can still occur, otherwise the low levels of methylation observed in mutant sperm would have been preserved over the course of several generations. As a result of the combined activities of dnmt1 and other dnmts, such as those with de novo activities, as well as other pathways modulating the DNA methylation pattern in direct or indirect fashion, nearly complete restoration of the original wild-type methylation pattern is achieved in G4 sperm. Hence, it appears that the developmentally programmed changes in DNA methylation patterns are controlled by a rheostat that is blind to the origin of the parental genomes, supporting the notion that the paternal methylation pattern does not serve as a template for the remodeling of the maternal methylome^13^. Our results also indicate that the partially restored methylation pattern appears to exist in two subtly different forms; one of these segregating epi-alleles fails to support larval T cell development, the other is seemingly compatible with normal lymphopoiesis. Overall, the differences in DNA methylation between G4^+^ and G4* sperm appear limited; in analogy to the situation in plants^35,36^, it may be possible to use epigenetic inbred lines to precisely identify the crucial epigenetic signature that supports larval T cell development. Unfortunately, at present, methods for the purification of zebrafish lymphoid precursors are not available. Once this becomes possible, it will be interesting to compare the methylation patterns of gametes with those of somatic cells giving rise to the specific phenotype observed here.

Our results support the notion that lymphoid development is particularly sensitive to perturbation of DNA methylation; this phenomenon is not restricted to fish, since the phenotype of impaired lymphopoiesis is reminiscent of that of mice with low expression levels of wild-type protein^37,38^. Collectively, these findings suggest that DNA methylation serves as a mechanism to protect the development of lymphoid cells^39^. Since lymphocytes represent an evolutionarily recent innovation in the haematopoietic system^40^, it attests to the flexibility of epigenetic regulation to integrate evolutionary novelties into pre-existing physiology. Certain immunodeficiency syndromes in animals and humans are caused by genetic alterations of DNMTs^41–43^ or are linked to sporadic epigenetic variations^44^. However, given the differences in the processes of parental reprogramming between fish and mammals, we consider it improbable that the mechanism underlying the particular immunodeficiency disorder described here also applies to so far unexplained immunodeficiency disorders in human patients.

## Methods

### Animals

The zebrafish (*D. rerio*) wild-type strain TLEK (Tüpfel long fin/Ekkwill) is maintained in the animal facility of the Max Planck Institute of Immunobiology and Epigenetics, Freiburg, Germany and was used for crosses with the *dnmt1* mutants. The IY071 mutant line has been described^23^, as has been the *ikaros:eGFP* transgenic reporter line^27,28^. All animal experiments were performed in accordance with relevant guidelines and regulations, approved by the review committee of the Max Planck Institute of Immunobiology and Epigenetics and the Regierungspräsidium Freiburg, Germany (license Az 35-9185.81/G-14/106).

### Morphants

Morphants were generated by injection of anti-sense morpholino oligonucleotides (Gene Tools, Philomath, OR) to block translation of both maternal and zygotic mRNAs (“ATG morpholinos”), or to block splicing of zygotic pre-mRNAs (“splice morpholinos”). To block zygotic *rptor* activity, a morpholino targeting the splice donor site of exon 3 of the *rptor* gene was used (5´- TGGATGGATGGATGCTCACCTATC; final concentration in injection buffer 0.067 mM); to inhibit translation of *runx3* mRNA, a morpholino overlapping the initiation site was used (5´- ACGGGAATATGCATCACAACAGATT; final concentration in injection buffer 0.133 mM). Stock solutions of morpholinos were diluted as required in injection buffer (0.05% (v/v) phenol red; 1x Danieau Buffer (http://cshprotocols.cshlp.org/content/2011/7/pdb.rec12467.full). Approximately 1–2 nL of solution were injected into fertilized eggs^23^. The morphants were analyzed at 5 dpf by RNA in situ hybridization using a combination of *rag1*- and *gh*-specific probes, and the results expressed as a thymopoietic index, a dimensionless number (see below).

### Thymopoietic index

Thymic *rag1* gene expression is a marker of ongoing assembly of T cell receptor genes. Hence, the intensity of the RNA in situ signal correlates with the number of differentiating T cells, which we consider to be a measure of T cell development. In order to provide an internal control (technical, with respect to the hybridization process as such; and, biological, with respect to the tissue specificity of the observed genetic effects), we employed a probe specific for the growth hormone (*gh*) gene, which marks a subset of cells in the hypophysis. Determination of *rag1/gh* ratios was carried out as follows: after RNA in situ hybridization with *rag1* and *gh* probes, ventral images of 4–5 dpf zebrafish larvae were taken on an MZFLIII (Leica) microscope using a digital camera DFC300FX (Leica), essentially generating a two-dimensional projection of the three-dimensional structure. The areas of *rag1* and *gh* signals were measured using ImageJ (ImageJ 1.52a; available at http://imagej.nih.gov/ij), and the ratio of average of the *rag1*-positive area vs. *gh*-positive area was calculated as a measure of thymopoietic activity. After photographic documentation of the RNA in situ hybridization signal, larvae were processed for genomic DNA extraction for subsequent genotyping.

### RNA extraction and cDNA synthesis

Total RNA was extracted using TRI Reagent (Sigma) following the manufacturer’s instructions. After treatment with DNaseI (Promega), RNA extraction using TRI Reagent was repeated. Superscript II Reverse Transcriptase (Invitrogen) and oligo(dT) were used for cDNA synthesis from total RNA.

### Quantitative PCR

qPCR was carried out using SYBR Premix Ex Taq (Takara) and 7500 fast real-time PCR system (Applied Biosystems)^23,45^. *actb1* was used as a reference gene. The primer sets for zebrafish genes were purchased from BioRad (https://www.bio-rad.com/de-de/product/primepcr-pcr-primers-assays-arrays?ID=M0HROA15). *gata2b*, qDreCID0018645; *cmyb*, qDreCID0021456; *mpx*, qDreCID0017849; *gata1a*, qDreCID0013676; *cebpa*, qDreCED0006492; *ikzf1*, qDreCID0018943; *gata3*, qDreCED0006945; *rag1*, qDreCED0021315; *lck*, qDreCID0022016; *zap70*, qDreCID0014002; *dnmt1*, qDreCED0019976; *dnmt3aa*, qDreCID0018392; *dnmt3ab*, qDreCID0019082; *dnmt3ba* (aka *dnmt3b*), qDreCED0021338; *dnmt3bb.1* (aka *dnmt4*), qDreCID0005035; *dnmt3bb.2* (aka *dnmt3*), qDreCID0016654; *dnmt3bb.3* (aka *dnmt5*), qDreCED0021863; *gadd45aa*, qDreCED0006281; *gadd45ab*, qDreCED0015505; *tet1*, qDreCED0015074; *tet2*, qDreCED0010969; *tet3*, qDreCID0016164; *actb1*, qDreCED0020462.

### Histological analysis

Histological analysis was carried out after formalin fixation, paraffin embedding and hematoxylin/eosin staining of sections^46^. For image analysis of histological sections, JmageJ software was used (ImageJ 1.52a; available at http://imagej.nih.gov/ij).

#### Flow cytometry

Flow cytometric analysis of light-scatter characteristics of WKM cells was carried out as described by Traver et al.^47^; dead cells were excluded by staining with FluoroGold (Santa Cruz).

### Treatment of embryos with Dnmt inhibitors

A stock solution of 5-Aza-2′-deoxycytidine (Sigma) was prepared in E3 medium, and diluted to the desired final concentration. Wild-type embryos were exposed to the inhibitor^48^ beginning at 24 hpf for a total of 48 h; at 72 hpf, embryos were washed and continuously cultured in E3 medium.

### Whole genome bisulfite sequencing

Genomic DNA was extracted from three *dnmt1*^+/+^ and three *dnmt1*^−/−^ zebrafish of G2 generation at 18 dpf, sperm of three *dnmt1*^+/+^ and three *dnmt1*^−/−^ zebrafish of G2 generation, and sperm of three G4* and three G4+ fish of G4 generation using the DNeasy blood and tissue kit (Qiagen). 1 μg and 0.5 μg of DNA was used for bisulfite reactions and library construction using the TruSeq DNA PCR-free library preparation kit (Illumina) and the EpiGnome Methyl-Seq kit (Epicentre), respectively. The fragments were sequenced in paired-end 100 bp mode on 1 lane of Illumina HiSeq 2500 instrument.

### Whole genome bisulfite read alignment

Raw sequencing reads were trimmed with cutadapt version 1.9.1 ref. ^49^ as follows: the first two (TruSeq) or six (Epignome) 5′-most nucleotides were hard-trimmed and Illumina adapter sequences removed. Bisulfite-specific operations on reads and reference genome were performed with methylCtools version 0.9.4 ref. ^50^. Bisulfite-converted reads were mapped to bisulfite-converted danRer10 zebrafish genome with bwa-mem version 0.7.12 separately for the two library types. Back-converted bam files were sorted with samtools version 1.3.1, PCR duplicates removed and read group information added with Picard tools v1.136. The two resulting bam files per sample were merged with samtools and methylation bias profiled with MethylDackel v0.1.7 [https://github.com/dpryan79/MethylDackel]. Bam files from this step were further used as inputs for de novo DMR discovery in each dataset, as well as for evaluation of methylation values of target genomic regions provided as bed files (for details, see below).

### Extraction of methylation values per CpG

Methylated and unmethylated read counts per CpG position were extracted with methylCtools v0.9.4 with mapping quality threshold of 10, SNP detection, counting only one of two overlapping paired end reads, skipping 5 nucleotides from each read length and zero-padding of uncovered positions.

### Quality filtering of CpGs and data plotting

Data postprocessing was performed in R version 3.2.3. Raw methylation values were set to NA for CpG positions with at least 0.25 SNP allelic frequency as well as for positions with aggregate coverage of less than 10 reads. Mean methylation ratios per CpG position were calculated as mean over all the replicates per group. Only complete observations were used (positions with any NA values were removed). These group-mean CpG methylation ratios were used to produce density plots in Fig. 1.

### Detection of de novo methylated regions (DMRs)

Methylation values for single CpG positions (complete cases) were used as input to metilene v 0.2-6 ref. ^51^. Wild-type samples were passed in as group A, and mutant as group B. Candidate DMRs detected by metilene were re-evaluated for differential methylation in R. At least 20% of detected CpGs per DMR were required and at most 1 sample with an NA value was allowed. Methylation values of detected CpGs were aggregated as mean per interval per replicate sample. Differential methylation was re-evaluated using limma on logit-transformed interval means. DMRs were filtered to retain those with FDR <5%. Filtered DMRs were further annotated with the distance to the nearest gene using bedtools version 2-2.19.0 and Ensembl release 83 gene models for GRCz10.

### Generation of coverage and methylation bigwig files

Bigwig files with coverage and methylation for G2 and G4 datasets were generated by running snakePipes^52^ v1.2.1 with G2 and G4 bam files as input.

### Evaluation of G4 sperm DMRs in G2 sperm WGBS data

Bam files obtained through read alignment were re-analyzed with the WGBS workflow in the snakePipes^52^ v1.2.1 modified for the purpose of this manuscript (see, https://github.com/katsikora/snakepipes_fork). Methylation values were extracted from G2 bam files for genomic intervals identifed as hypo- and hypermethylated DMRs in the comparison of the G4* vs G4 + fish sperm, separately. Aggregate methylation values per interval were obtained as above for the DMRs. The matrix of logit-transformed methylation values per interval was input to differential analysis with limma version 3.26.9 ref. ^53^. Intervals were filtered for absolute difference of at least 20% between MT and WT fish and FDR <2%.

### Reanalysis of publically available zebrafish ChIP-seq data

Input and ChIP reads for zebrafish sperm H3K4me3, H3K4me1, H2AFV, H3K27ac, H3K27me3, H3K14ac^15^ were downloaded from GEO (GSE95033), as were input and ChIP reads for 6.0hpf zebrafish embryo H3K9me3^54^, GSE113086). This embryo stage was chosen as there was no sufficient H3K9me3 signal in the earlier embryo stages^54^. Reads were mapped to zebrafish genome danRer10 and processed with snakePipes^52^ version 1.3.0 DNA-mapping and ChIP-seq workflows to produce bigwig files with log2 ratio ChIP over input.

### Reanalysis of publically available zebrafish embryo HiC data

HiC reads for 24hpf embryos^55^ were downloaded from GEO (GSE105013) and processed with snakePipes 1.3.0 HiC workflow to produce HiC matrices at 20 kb resolution and to call TAD positions.

### *runx3* and *raptor* genomic tracks plots

Genomic tracks plot was obtained with pyGenomeTracks^56^ version 3.2. Used were log2 ratio ChiP over input bigwig files obtained for H3K4me3, H3K4me1 and H2AFV marks as described above, Ensembl version 88 gene model gtf for GRCz10, bed files with G2 and G4 DMR positions, bed file with CpG island position for danRer10 (UCSC), bed file with positions of all CpGs in the reference genome (“CpG density”), bigwig files with filtered CpG coverage for G4+ and G4* replicates, bigwig files with methylation value (0–100%) for G4+ and G4* replicates, and a repeat masker bed file for danRer10 (UCSC). Dashed vertical lines highlight the position of the single DMR differentially methylated (hypermethylated) in G4* vs G4+ fish. The *runx3* plot was generated for genomic interval chr13:44952862–45067319 and the *rptor* plot for the genomic interval chr6:17422590–17702769, covering the gene locus and adding 3 kb flanking regions on each side of it.

### Methylation values for gene regulatory elements

Genomic intervals for gene regulatory features were obtained with the genFeatures function of the BioConductor R package systemPipeR^57^ v1.6.2. Input was Ensembl release 83 gtf file and GRCz10 chromosome sizes. The genome was segmented into promoters, introns, exons, and intergenic regions. Promoters were defined as 500nt upstream to transcriptional start site, irrespectively of any positionwise overlap with another feature. The other three feature types were further reduced to disjoint ranges i.e. nonoverlapping any other feature, and of length at least 5nt. CpG island positions for danRer10 from UCSC were used as is. To obtain genomic intervals for placeholder nucleosomal regions, H2AZ and H3K4me1 ChIP-seq peaks^15^ downloaded as bed files from GEO (GSE95030) were intersected. Intersecting regions of at least 100nt length were used in further analysis. Bed files with genomic intervals specified above were input to modified snakePipes WGBS v.1.2.1 workflow, and evaluated in both G2 and G4 datasets to obtain mean methylation ratios per interval and violin plots.

### Methylation values for developmental DMRs

Genomic positions for zebrafish developmental DMRs (24hpf vs epiboly, 48hpf vs 24hpf, hypo- and hypermethylated) were downloaded from Supplementary materials of the original publication^32^ and lifted-over to danRer10 genome using the UCSC lift-over web tool. DMR lists were input to snakePipes v.1.2.1 and evaluated in both G2 and G4 datasets to obtain mean methylation ratios per interval and violin plots.

### Methylation values for zebrafish genomic repeats

Repeat masker file for danRer10 from UCSC was converted to bed file, and used as input to snakePipes v.1.2.1 to evaluate in both G2 and G4 datasets and obtain mean methylation ratios per interval and density plots. Methylation extraction for genomic repeats was done with the same threshold on mapping quality as for the other target intervals (at least 10).

### Coincidence of DMRs with chromosome-level genomic features

Genomic tracks for chromosomes 6 and 7 were produced with pyGenomeTracks^56^ version 3.2. Used were HiC matrices for 24hpf embryo and bed file with TAD positions for 24hpf embryo obtained as described in sections above, log2 ratio ChiP over input bigwig files obtained for H3K4me3, H3K27me3 and H3K9me3 marks as described in sections above, bigwig file with filtered CpG coverage for one G4 replicate, bed files with hypo- and hypermethylated G4 DMR positions, bed file with CpG positions (UCSC) and bed file with repeat positions (UCSC). Dashed vertical lines show TAD boundaries obtained as described in sections above.

### Coincidence of histone modification with G4 DMRs

Bigwig files of log2 ratio ChiP over input obtained for H3K3me1, H3K4me3, H3K27me3, H2AFV, and H3k14ac for merged replicates were analyzed with deepTools v3.3.1. ChIP signal aggregated over 10 nt bins was extracted for unchanged, hypo- and hypermethylated G4 DMRs, rescaled to 500 nt with 100 nt added on each flank, to produce a matrix with DMRs in rows and bins in columns, grouped by chromatin mark and DMR source. Profile plots of log2 ratio ChIP signal over input with 0.95 confidence intervals were obtained for the DMR groups using deepStats v0.4 ref. ^58^ with 1000 bootstraps, as were binwise Wilcoxon-test P value plots. A cutoff adjusted *P* value of 0.05 was used.

### Statistical methods

No randomization of animals was done in the present studies; phenotypes were recorded by a blinded observer before genotyping. No animals were excluded from analyses. Samples size was estimated from the degrees of variability in previous analyses^23,46^ in order to be able to detect biologically meaningful differences in examined parameters, usually 20% difference from control values. t-tests were performed for samples with equal variance; otherwise, F-tests were used. Other statistical procedures are detailed in the respective sections above.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Descriptions of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Code

Reporting Summary

## Data Availability

The original sequencing data have been deposited in the GEO database and are available under accession number “GSE98647”. All other relevant data supporting the key findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. Source data are provided with this paper. A reporting summary for this Article is available as a Supplementary Information file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Transgenerational inheritance of impaired larval T cell development in zebrafish
**Source:** Nat Commun. 2020 Sep 9;11:4505. doi: 10.1038/s41467-020-18289-9
**Supplement:** Supplementary file 8 — Source Data

Iwanami et al., Transgenerational inheritance of impaired larval T cell development in zebrafish

Source Data file (Part 1)

This sheet lists the primary data files used to generate the indicated display items. See also the **Supplementary Code** associated with this paper.

- Figure 1e: “<https://owncloud.gwdg.de/index.php/s/yukRgs4sCCaIJBh/download>” (zebrafish larvae single CpG methylation values),
- Figure 1f and Figure 6a left panel: “<https://owncloud.gwdg.de/index.php/s/rnhnQNXbsT6MyuK/download>” (zebrafish sperm single CpG methylation values), data for Fig. 1e and Fig. 1f are summarized in Fig. 1g.
- Figure 6a right panel: “<https://owncloud.gwdg.de/index.php/s/yBqvW1OFSA57lC9/download>” (zebrafish G4 sperm single CpG methylation values),
- Figure 6b: “<https://owncloud.gwdg.de/index.php/s/sHTiST0yjvMEXv6/download>” (zebrafish G4 sperm unchanged candidate DMRs re-evaluation in G2 sperm, RData format); “<https://owncloud.gwdg.de/index.php/s/IC1SivxF5Kh3xmH/download>” (zebrafish G4 sperm hypomethylated candidate DMRs re-evaluation in G2 sperm, RData format); “<https://owncloud.gwdg.de/index.php/s/gKeTusEW2RphUII/download>” (zebrafish G4 sperm hypermethylated candidate DMRs re-evaluation in G2 sperm, RData format),
- Figure 6c-d: “<https://owncloud.gwdg.de/index.php/s/IllgF5WJh6nQbWj/download>” (hypomethylated DMRs in zebrafish G4 sperm); “<https://owncloud.gwdg.de/index.php/s/sycC2qgeLFWsGsL/download>” (hypermethylated DMRs in zebrafish G4 sperm),
- Figure 7b: “<https://owncloud.gwdg.de/index.php/s/SwxeMrLXVXz43Jq/download>” (zebrafish G4 sperm DMR methylation values, RData format); “<https://owncloud.gwdg.de/index.php/s/aPaBBsfTQ9Mh72U/download>” (zebrafish G4 sperm DMR topTable, text format); this file is also related to Fig. 7a and Supplementary Fig. 5b.
- Supplementary Figure 2b: “<https://owncloud.gwdg.de/index.php/s/xM4iV7c0uBdbYtq/download>” (zebrafish CpG island methylation values in G2 and G4 zebrafish sperm, RData format); “<https://owncloud.gwdg.de/index.php/s/mdoY3EjAOJoM32X/download>” (zebrafish promoter methylation values in G2 and G4 zebrafish sperm, RData format); “<https://owncloud.gwdg.de/index.php/s/AReo7EfJbRhKIbC/download>” (zebrafish exon methylation values in G2 and G4 zebrafish sperm, RData format); “<https://owncloud.gwdg.de/index.php/s/uYQ5Yl8587aI2Ng/download>” (zebrafish intron methylation values in G2 and G4 zebrafish sperm, RData format); “<https://owncloud.gwdg.de/index.php/s/ap1hCKnBcZc0CkP/download>” (zebrafish intergenic region methylation values in G2 and G4 zebrafish sperm, RData format); “<https://owncloud.gwdg.de/index.php/s/tHtigelOj443mnT/download>” (zebrafish placeholder nucleosomal region methylation values in G2 and G4 zebrafish sperm, RData format),
- Supplementary Figure 2c: “<https://owncloud.gwdg.de/index.php/s/SFlvlC2XlBs8ioO/download>” (Bogdanovic 2016 24hpf vs epiboly hypermethylated DMR methylation values in G2 and G4 zebrafish sperm, RData format); “<https://owncloud.gwdg.de/index.php/s/5RJ5NKdeGd6zCzT/download>” (Bogdanovic 2016 24hpf vs epiboly hypomethylated DMR methylation values in G2 and G4 zebrafish sperm, RData format); “<https://owncloud.gwdg.de/index.php/s/o9WDVlqu977sTjF/download>” (Bogdanovic 2016 48hpf vs 24hpf hypermethylated DMR methylation values in G2 and G4 zebrafish sperm, RData format); “<https://owncloud.gwdg.de/index.php/s/0IbEcVV3SD6K2qo/download>” (Bogdanovic 2016 48hpf vs 24hpf hypomethylated DMR methylation values in G2 and G4 zebrafish sperm, RData format),
- Supplementary Figure 2d: “<https://owncloud.gwdg.de/index.php/s/Z1Rab7KdJWdGJEK/download>” (zebrafish genomic repeats methylation values in G2 zebrafish sperm, RData format); “<https://owncloud.gwdg.de/index.php/s/mYs5jyKUg5b7Kf4/download>” (zebrafish genomic repeats methylation values in G4 zebrafish sperm, RData format)
- Supplementary Figure 5a: “<https://owncloud.gwdg.de/index.php/s/m4f74VNi2hhK5LO/download>” (zebrafish G4 sperm group-mean DMR methylation values, RData format); “<https://owncloud.gwdg.de/index.php/s/KxVNGRREIavcA8O/download>” (zebrafish G4 sperm DMR topTable, RData format)

Data Source file (part 2)

The accompanying Excel document provides the raw data for the following display items

| Figure 2b, c | Sheet 1 |
| --- | --- |
| Figure 3b | Sheet 2 |
| Figure 4b, c | Sheet 3 |
| Figure 5a-d | Sheet 4 |
| Figure 7c | Sheet 5 |
| Supplementary Fig. 1 a-d | Sheet 6 |
| Supplementary Fig. 2a | Sheet 7 |
| Supplementary Fig. 5c | Sheet 8 |

How the deposited data were processed for this re-analysis (not part of the article)

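DNA methylation was measured by whole genome bisulfite sequencing in 18 fish, 3 in each of 6 groups: whole body of *dnmt1*+/+ and *dnmt1* m/m fish at 18 dpf, sperm of G2 *dnmt1*+/+ and *dnmt1* m/m males, and sperm of G4+ and G4* males. There were 36 libraries, 2 per fish from different kits, and the authors merged the pair, so the fish was taken as the replicate.

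The authors trimmed the reads, mapped them to the bisulfite-converted danRer10 genome, removed duplicates, counted methylated and unmethylated reads per CpG, and set positions with low coverage or with a single nucleotide polymorphism to missing, at the thresholds in their methods. The deposited single-CpG values are fractions from 0 to 1, given here as percent of reads methylated, with no other normalization by the authors. The same unit is used for the deposited mean levels of 12 loci in whole body, whose coordinates are not used here. A missing value can come from low coverage or from a variant, and these cannot be separated in the deposited fractions. The depth per CpG is unknown, and no counting interval was calculated. Between 41.1% and 66.3% of the 23946533 listed CpGs had a value in a fish.

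The authors called DMRs with metilene and limma. Their deposited tables give the interval, group means, the adjusted p-value, the limma coefficient on the logit scale, and the nearest gene with its distance. Gene names are those of these tables. The deposited p-values of the tables that evaluate G2 DMRs in G4 sperm were used only to find which comparison the tables hold.

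Analyses were carried out in R 4.3.3 with limma 3.58.1. Levels were calculated over CpGs with a value in all 6 fish of a comparison, and fish were compared by two-sided exact permutation tests, which cannot give a p under 0.1 for 3 against 3. Windows of 1 kb with at least 5 such CpGs were tested with limma on the logit of the window mean with an offset of 0.01, and called at a Benjamini-Hochberg FDR under 5% and a difference of at least 20 percentage points. Deposited DMRs were tested on interval means at an FDR under 5% in their own generation, and at an FDR under 2% with at least 20 percentage points in the other. Only the 6 fish of a comparison entered each fit. Random positions were drawn 10000 times for the distribution over chromosomes and 1000 times for missing values, within 500 kb of the DMRs.

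The window test was tested on simulated data with the observed means and spreads, in which 200 windows were lowered by 30 or by 60 percentage points, alone or among many other lowered windows. When most windows changed, it recovered 197, 185 and 198 of the 200 in whole body, G2 and G4 sperm at 30 points, and 200, 200 and 199 at 60 points. When the 200 were the only ones changed, it recovered 0, 0 and 75 at 30 points and 109, 0 and 148 at 60 points. The estimated changes were close to the simulated ones in each case. The window test can thus miss changes when they are few, and the reason was not tested. In G2 sperm, the real spread differs between genotypes (SD of fish means 0.0424 in *dnmt1*+/+ and 5.93 in *dnmt1* m/m). The simulated recovery there may therefore differ from that in the real data.

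Genes named in the text were fixed before the data were examined: those the paper names in its methylation results, and the 3 hypomethylated and 3 hypermethylated G4 DMRs with the largest difference among those whose groups do not overlap. The genes *krt8*, *dnmt3* and *pou5f1*, named among the 12 loci, were chosen after their values were seen. The alternatives were other offsets and thresholds, untransformed ratios, other windows, means in place of medians, the replicate number as a block, and each fish left out in turn. A higher coverage minimum could not be applied, since coverage was not used here. Methylation by gene feature was not analysed here, because no annotation of this genome build came with the deposited data. The paper names the annotation that it used. Within each comparison, no pair of fish had the same mean in more than 1.62% of windows, so none was counted as a repeat of another. Fish of different comparisons were not compared in this way. Fish are numbered as in the columns of the deposited tables, which name the group.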

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

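The comparison of the 12 loci with the genome-wide loss, and the loci named from them, were chosen after the result was seen.

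The paper reports the overall level of whole body DNA but no regions. In these data, limma called 329430 of 403058 windows of 1 kb lower in *dnmt1* m/m than in *dnmt1*+/+ whole body. Only the real split of the 6 fish, 1 of 10, gave as many, but a split that mixes the genotypes puts their difference into the spread within its sides. With 10 splits, this count by itself cannot exclude chance. The loss covers most of the tested genome. The authors' filter limits the windows to CpGs with a value in all 6 fish, and its effect on the count was not tested. The fish of the 2 genotypes did not overlap in 389451 of the windows. Their medians lay at 89.3% to 90% in *dnmt1*+/+ and at 56.5% to 57.1% in *dnmt1* m/m fish, far beyond the spread between fish. These values argue against chance. The *dnmt1* genotype is the biological difference in the design, and no other difference between the groups was tested.

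The deposited mean levels of 12 loci in whole body are not discussed in the paper. At 10 of them, all 3 *dnmt1* m/m fish lay below all 3 *dnmt1*+/+ fish, where chance gives a separation at 10% of loci. Each of these has an exact permutation p of 0.1, the smallest possible. Relative to wild type, the largest loss was at *krt8*, from 33.2% ± 9.44 to 6.55% ± 6.25, and in percentage points it was at *dnmt3*, from 62.35% ± 3.50 to 20.6% ± 6.76 (SD, n = 3), whereas *pou5f1* did not fall (9.21% ± 3.16 and 9.91% ± 4.10; exact permutation p = 0.8). A loss by the same proportion everywhere is a candidate explanation. It predicts that the mutant level at the median locus is near the genome-wide 65.7% to 65.9% of wild type. The median locus was at 43.9%, with loci between 19.7% and 107.7%, so a uniform proportional loss does not account for the whole pattern. How the authors chose the loci is open, and so is the biological difference between genotypes.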

How the results depend on the processing

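The alternatives were all set before the data were examined. Of 330 recalculated values for 33 results, 261 kept their direction and their side of the threshold, or stayed within 1.5 times the count. The total includes DMRs tested on the males on which they had been chosen, which favours stability. The cause of a change was not tested unless stated.

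The levels of whole body and G2 sperm kept their direction under every alternative tried, as did the comparison of tissues, the levels at *runx3*, *rptor* and the 6 other named DMRs, the distribution over chromosomes and the clustering of DMRs. The named DMRs had been chosen on the same males, so that their direction was largely fixed in advance. In G4 sperm, the difference of medians, −0.0441 percentage points, became 0 for the mean of single-fish medians and lay between −0.207 and 0.0309 with a fish left out, so its sign has no support.

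Requiring 10 CpGs per window left fewer windows to test and gave 83298 lower and 10 higher in whole body, and 150170 lower and 67 higher in G2 sperm. Without a minimum difference, 233 windows were higher in whole body and 339 in G2 sperm. On untransformed ratios, 74 were higher in G2 sperm, and in G4 sperm 214 were lower and 101 higher. In G4 sperm, an FDR under 2% left 24 lower and 16 higher, and windows of 500 bp gave 69 lower. An offset of 0.001 gave 0 and 0 by limma, with 35497 windows at an unadjusted p under 5%. Leaving out any 1 of the 6 G4 males gave 0 in both directions (unadjusted counts between 39085 and 43612). Unadjusted counts are to be read against the 5% of tests that chance alone gives.

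Of the hypermethylated G2 DMRs re-evaluated in G2 sperm, 101 were higher with an offset of 0.001, 103 on untransformed ratios, 89 at an FDR under 2% with 20 percentage points, and between 86 and 147 with a male left out, the lowest without the first *dnmt1* m/m male. With a male left out, between 0 and 3 of the hypomethylated G2 DMRs were called higher in G2 *dnmt1* m/m sperm, and between 0 and 1 of the hypermethylated were called lower. The G4 DMRs in G4 sperm stayed at 164 and 79 with any male left out, and were 158 and 78 at an FDR under 2% with 20 percentage points. These intervals had been chosen on the same males and were adjusted only among themselves, so their stability was largely fixed in advance.

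Of the hypomethylated G2 DMRs in G4 sperm, an offset of 0.001 gave 0 lower and 0 higher (limma, 11531 at an unadjusted p under 5%), and an FDR under 5% with no minimum difference gave 90 lower and 36 higher. Between 0 and 26 were lower and between 0 and 24 higher with a male left out. Of the hypermethylated G2 DMRs, 0 were lower with the smaller offset (25 at an unadjusted p under 5%) and 1 on untransformed ratios; with a male left out, between 0 and 2 were lower and between 0 and 4 higher, the latter without the third G4+ male. Of the G4 DMRs in G2 sperm, between 14 and 28 of the hypermethylated were lower with a male left out, 14 without the first *dnmt1* m/m male. Of the hypomethylated, 1 was higher with an FDR under 5% and no minimum difference, and between 0 and 1 with a male left out.

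The replicate numbers are shared between groups, but same-numbered fish did not deviate together (correlations across windows between −0.0135 and 0.140), so the numbers do not pair the fish. With the number as a block, whole body gave 329462 windows lower and 25 higher, G2 sperm 446306 and 123, and G4 sperm 0 and 0 (limma, 41369 at an unadjusted p under 5%). In G4 sperm, the block gave 0 lower and 0 higher among the hypomethylated G2 DMRs (12249 at an unadjusted p under 5%) and 0 lower among the hypermethylated (41).

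A higher coverage minimum and methylation by gene feature were not run. Only chromosomes 1 to 25 are listed, so restricting to them changes nothing. The mean of single-fish medians is already the main value for the comparison of tissues. The depth per CpG is unknown, and its effect on single intervals could not be weighed.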

Other observations

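The tests of the density of testable CpGs, of the number of CpGs with a value, of a mixed sample and of the deposited evaluation table were chosen after the result was seen.

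The G4 DMRs lie in blocks. The number of CpGs that can be tested does not account for this, since chromosome 6 holds 102 DMRs and random draws of tested windows never put more than 31 on one chromosome. Over the whole genome, the number of CpGs with a value overlaps between G4+ (14141525 to 15873738) and G4* males (14530682 to 15608933, exact permutation p = 0.9). A total over the genome cannot exclude a local difference in coverage near the DMRs, and read numbers were not used. A candidate explanation is that the groups differ in inherited haplotypes, with sequence variants linked to the methylation differences. The authors' filter sets variant positions to missing, so such haplotypes would leave CpGs missing in all males of one group and present in all of the other. These CpGs were 3.75 times as dense within 500 kb of the DMRs as elsewhere, whereas the 9 other splits of the males gave ratios between 0.661 and 0.993. Averaged over the DMRs, the density was 238.8 per 10000, above the 179.4 that 1000 draws from the same chromosomes reached at most (permutation test, p = 0.001, the smallest they can give). These draws took windows singly, whereas the surroundings of neighbouring DMRs overlap, so this p can be too small. The comparison with other splits uses the same regions and does not depend on the draws. The CpGs missing in a single group near the DMRs lacked a value in G4+ in 23205 cases and in G4* in 21340, so neither group alone lacks values. A missing value can also come from low coverage, which cannot be separated here. The paper's own explanation, inherited differences in methylation without differences in sequence, stays open, since a haplotype shared by descent may carry either. The paper reasons against a linked mutation from the presence of the phenotype in both of its pedigrees. The sample labels do not give the pedigree of the sequenced males, so this could not be weighed for the DMRs.

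Some intervals vary between fish of neither G4 group. At 23.9% of 238 G4 DMRs, the 3 G2 wild-type males spanned 20 percentage points or more, against a median of 6.30% and a maximum of 11.8% in 1000 draws of windows at the same wild-type level (permutation test, p = 0.001, the smallest possible). The draws took windows singly, whereas the DMRs lie in blocks. Neighbouring DMRs may not be independent, so this p can be too small. Such a spread would follow if part of the DMRs were variable between fish irrespective of the G4 group. Heterozygous alleles could be so, but no genotypes were analysed here.

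Another split of the G4 males, with G4+ 1, G4* 1 and G4* 3 against the rest, called 60 windows, and 51 of them lie on chromosome 17. The same signature of missing values followed that split, 6.75 times as dense near these windows as elsewhere, against ratios between 0.643 and 1.02 for the other splits. Blocks of differing windows may therefore arise between groups of males that do not follow the phenotype. This split was picked because it had the most called windows of the 9 other splits (17 or 0 in the rest), after its chromosome 17 block had been seen. The real split called 170 windows, 69 of them on chromosome 6.

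In G4 sperm, only the real split, 1 of 10, gave as many called windows (170, others up to 60) and as many called G2 DMRs (66, others up to 24). The other counts of splits decide nothing. The G2 DMRs in G2 sperm (224042 called) and the G4 DMRs in G4 sperm (243) had been chosen on the real split. For windows (446309) and for G4 DMRs (123) in G2 sperm, a split that mixes the genotypes puts their large difference into the spread within its sides. With 10 splits, these counts by themselves cannot exclude chance for any of the comparisons.

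At the hypermethylated G2 DMRs, both G4 groups lie near G2 *dnmt1* m/m and above G2 *dnmt1*+/+ sperm. At the 154 intervals with values in all 18 fish, the level was 21.2% ± 1.23 in G2 *dnmt1*+/+ sperm, 46.9% ± 3.46 in G2 *dnmt1* m/m sperm, 52.2% ± 1.63 in G4+, 56.9% ± 3.91 in G4*, 46.3% ± 1.63 in *dnmt1*+/+ whole body and 32.1% ± 1.79 in *dnmt1* m/m whole body (SD, n = 3). The intervals were selected on these G2 males for a lower level in wild type than in mutants, and this selection alone can put the other fish above the G2 wild type. Haplotypes of the G2 wild-type males that the other fish do not share are a candidate explanation. CpGs missing in one G2 genotype only were 2.12 times as dense near these intervals as elsewhere (0.945 to 1.12 in the other splits), which is less than the several-fold excess the explanation was set to require. Whole body is also another tissue, so the explanation, the selection and a difference between tissues or genotypes cannot be told apart.

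The first *dnmt1* m/m sperm sample has a mean level of 59.4%, against 70.5% and 68.6% in the others. Somatic DNA in the sample, which is less methylated overall, would raise the level of windows that are more methylated in whole body than in sperm. At the 2469 such windows, mutant whole body exceeds the other mutant sperm by a median of 17.3 percentage points, yet the first sample was lower there, by a median of −1.94 percentage points. In the remaining windows it was lower by more, at a median of −9.86 percentage points. A mixture with cells like those of the whole body would raise the first group of windows, so it is not the whole cause, but a smaller contribution stays open. The difference between the males remains unexplained.

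The authors' deposited table for the hypomethylated G2 DMRs in G4 sperm has 209285 of 222040 intervals at an adjusted p under 2%, although the paper finds nearly all unchanged between G4+ and G4*. Across intervals, which are not independent replicates, its differences follow G4* minus G2 *dnmt1* m/m (r = 0.975, mean absolute deviation of 1.33 percentage points) and not G4* minus G4+ (r = 0.168, 24.1 percentage points). The logit coefficients of the table, which stand beside its adjusted p, follow most closely the interaction, that is, G4* minus G4+ less G2 *dnmt1* m/m minus G2 *dnmt1*+/+ (r = 0.876, against 0.709 for G4* minus G2 *dnmt1* m/m and 0.427 for G4* minus G4+). In the table of the hypermethylated intervals, only 9 of 170 had an adjusted p under 2%. The same correlations of the logit coefficients are 0.989, 0.445 and 0.774 there. The tables therefore appear to hold other comparisons than the one between the G4 groups, and they were not used for the counts given at the claims. No biological explanation was tested for them.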
